A study of Caenorhabditis elegans with 5 samples. Its data were reported in "Decoupling the downstream effects of germline nuclear RNAi reveals that H3K9me3 is dispensable for heritable RNAi and the maintenance of endogenous siRNA-mediated transcriptional silencing in Caenorhabditis elegans" (2017).

How the data were processed

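Poly(A)-selected RNA from whole young adult *C. elegans* was sequenced in 5 libraries, 1 each for wild type, *set-32*, *met-2 set-25*, *met-2 set-25;set-32* and *hrde-1*. The authors aligned 50-nt single-end reads to an older genome release (WS190) with Bowtie 0.12.7, kept perfect alignments, divided a read with several alignments evenly among them and scaled by library depth. The deposited table gives RPKM per gene model, with 2 decimals, for 20911 models of 20167 genes, and the strand on which reads were counted is not stated. It also marks each model's germline expression class (sperm, oocyte or intrinsic) and membership in 2 target lists that the authors defined earlier from *hrde-1* mutants. These are germline nuclear RNAi-mediated transcriptional silencing (GRTS, 121 models) and germline nuclear RNAi-dependent heterochromatin (GRH, 142 models, 27 of them on both lists). Genes marked by H3K9me3 enrichment were not analysed here.

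Models were matched by sequence name to the WBcel235 annotation (Ensembl release 115), which gave 20311 models (97.1%) a gene, a position and a symbol. Coordinates are those of WBcel235. The lengths in this annotation differ in part from those the authors used. The RPKM of a single read was estimated in each library from the steps between low values and the coding or exon lengths of 19305 and 828 models. This value for a 1-kb model was 0.414 RPKM in wild type, 0.453 in *set-32*, 0.484 in the double mutant, 0.346 in the triple mutant and 0.555 in *hrde-1*, so that 5 RPKM stood for 12.1, 11.0, 10.3, 14.5 and 9.02 reads. Of the low values, 45.2% to 48.3% were whole reads within 0.1 (20% by chance), so read numbers are approximate. From them a 95% interval of each ratio was computed (Clopper-Pearson, exact, from both read numbers). A value of 0 was set to a floor of 3 reads per library where a fold was given as a bound, with the reads of the other library taken as exact.

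The ratio of a mutant to wild type was log2((mutant RPKM + 1)/(wild-type RPKM + 1)). A model counted as higher or lower when it was at least 2-fold apart on this scale, among models with at least 5 RPKM in the higher of both libraries. This is a rule of size and not a test, since each group had 1 library, and no p-value was computed. The same count was made for all 10 pairs of libraries. For gene lists, models with a mean of at least 1 RPKM over the 5 libraries were measured (13613 in all), and the median log2 ratio, its binomial interval across genes and its percentile among 10000 random lists of the same size and expression (50 bins of mean RPKM) were computed. The percentile describes these libraries and is not a p-value. Shared calls were set beside the number that independent lists would share, counting only calls among models tested in both comparisons. They were also set beside 100 pairs of simulated unchanged libraries with counting error, both against a shared simulated wild-type library. All simulated counts cover only the 20133 models with a length.

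There were 17 preset lists, written before the data were examined: histone methyltransferases, Polycomb and heterochromatin partners, nuclear RNAi, other small-RNA pathway genes, sperm, oocyte and germline, vitellogenin, cuticle collagen, muscle, neuron, intestine, heat shock and unfolded-protein, detoxification and immune, replication-dependent histone, ribosomal protein, fast-changing families (F-box, MATH and chemoreceptor genes) and X-linked genes. The names *trp-3*, *ram-4*, *cha-1* and *unc-17* were not matched. The genes named in the text were set by a rule fixed at the same time: the targeted genes, the 10 highest and 10 lowest ratios in each mutant, the 5 GRTS and 5 GRH members with the largest ratios in *hrde-1*, and up to 4 members of each list with the largest ratios. Genes outside that rule are the GRTS and GRH members behind the counts, *sosi-1* and *eri-6* as an overlapping pair, and genes singled out in the closing section. These were chosen after their values were seen. Models with identical values in all libraries (1265 of 17933 that were not 0 throughout) share reads and are uncertain one by one.

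The procedure was tested on simulated data for *hrde-1* over wild type with 20133 models. It recovered 48 of 50 models made 4-fold higher, 48 of 50 made 4-fold lower and all 50 in each direction at 8-fold. The changed models were drawn only from those with a mean above the 5 RPKM of the rule and the 1 RPKM of the lists. Recovery of genes near those levels was not tested. Of 9606 unchanged models tested, 317 (3.30%) passed the 2-fold rule, 81 of them with an interval that excluded 1. Of the intervals, 97.1% held the true ratio. They were computed from the simulated read numbers themselves. The error from estimating read numbers out of RPKM and differing lengths was therefore not tested, and the real intervals may hold the true ratio less often.

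Alternatives were pseudocounts of 0.1 and 5, rescaling to a median ratio of 1, the per-gene median of the 4 other libraries as the reference, no filter and a stricter filter on low values (20 RPKM for genes, a mean of 5 for lists), and a requirement that the counting interval exclude 1. A single model per gene and a floor of 3 reads in place of the pseudocount were added after the data were seen. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9 were used.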

Results

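Messenger RNA was measured by poly(A)-selected sequencing in 5 libraries of young adult *C. elegans* grown at 19 °C on OP50 bacteria, with 1 library per genotype. The genotypes were wild type (N2), *hrde-1*, *set-32*, the *met-2 set-25* double mutant and a triple mutant that combines the latter with *set-32*. SET-32, MET-2 and SET-25 are histone methyltransferases linked to methylation of histone H3 lysine 9, and HRDE-1 is the germline Argonaute protein that carries small RNAs into the nucleus. The deposited values imply 2.42 M reads for wild type, 2.21 M for *set-32*, 2.06 M for the double mutant, 2.89 M for the triple mutant and 1.80 M for *hrde-1*. No genotype had a replicate, so no difference given here has a replicate check. For single genes, intervals (95%) and floors (3 reads) cover counting error only. For the median of a list, the interval (95%) covers the spread across its models, which are not replicates. A fold against a value of 0 is given against the floor, which takes the reads of the other library as exact, and the lower end of the counting interval given beside it is the more cautious bound. Between 13036 and 13720 gene models had at least 1 RPKM in a library.

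The genes targeted by the mutations were examined first, as a check of the genotypes, in every library. *met-2* (III, 8375300 to 8380848, WBcel235) had 47.3 RPKM in wild type, 34.4 in *set-32*, 12.56 in the double mutant, 9.45 in the triple mutant and 42.5 in *hrde-1*. The ratio to wild type was 0.265 (0.213 to 0.331) in the double mutant and 0.1996 (0.16 to 0.247) in the triple mutant. *set-25* (III, 13283824 to 13293090), itself a member of the heterochromatin target list described next, had 17.5, 17.3, 10.3, 8.64 and 19.2 RPKM in the same order, with ratios of 0.591 (0.406 to 0.853) in the double mutant and 0.494 (0.347 to 0.702) in the triple mutant. *set-32* (I, 9519244 to 9521275) had 12.5, 8.15, 12.27, 5.65 and 14.5 RPKM. Its ratio was 0.652 (0.393 to 1.06) in the *set-32* mutant, where a difference was not detectable at this depth, and 0.452 (0.262 to 0.737) in the triple mutant. *hrde-1* (III, 4172337 to 4176159) had 227.5, 177.9, 233.9, 204.0 and 159.7 RPKM, a ratio of 0.702 (0.646 to 0.761) in its own mutant. Each targeted gene was lowest in a library that carried its mutation, but reads remained in all of them. Libraries without a mutation could also be lower. In *set-32*, *met-2* had a ratio of 0.726 (0.625 to 0.842) and *hrde-1* of 0.782 (0.726 to 0.842). The *hrde-1* ratio was 1.03 (0.959 to 1.10) in the double mutant and 0.8965 (0.839 to 0.958) in the triple mutant. The drop of *hrde-1* in its own mutant is thus a weak check. *oma-1*, the oocyte gene that the study used as its RNAi reporter, had 129.3, 118.2, 152.2, 115.3 and 180.4 RPKM.

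**Figure D1:**
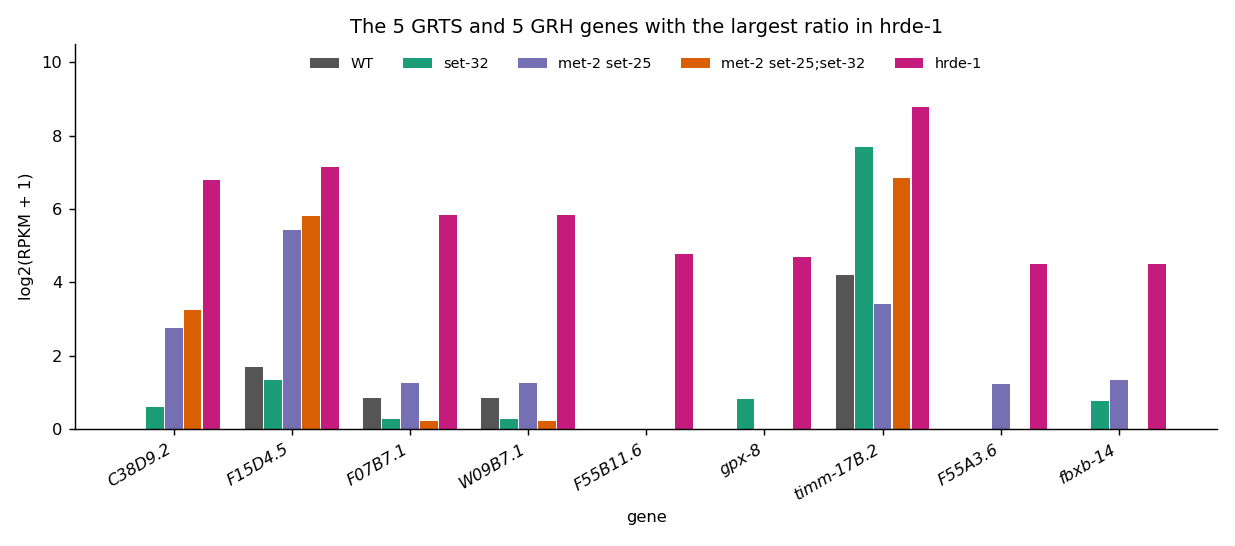
Log2(RPKM + 1) (bars, from 0) in each of the 5 libraries for the GRTS and GRH genes with the largest ratios in *hrde-1*, 1 bar per library. In RPKM, F15D4.5 stood at 2.24 in wild type, 1.54 in *set-32*, 41.7 in the double mutant, 55.6 in the triple mutant and 139.8 in *hrde-1*.

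The comparison of *hrde-1* with wild type addressed which transcripts accumulate when nuclear RNAi is lost in the germline. Genes on the study's list of germline nuclear RNAi-mediated transcriptional silencing (GRTS) were far higher in *hrde-1*, with a median log2 ratio of 1.73 (0.95 to 2.73) over 71 measured models, and 41 of them were at least 2-fold higher against 2 that were lower. Of these, 34 and 2 had an interval that excluded 1, and identical copies are counted separately. C38D9.2 (V, 17567150 to 17571742) was at 0 in wild type and at 109.6 RPKM in *hrde-1*, at least 131-fold higher (interval from 105.8). F15D4.5 (II, 13245376 to 13247774) was 62.4-fold higher (31.3 to 145.4). The identical copies F07B7.1 and W09B7.1, whose reads cannot be assigned to either, went together from 0.79 to 56.3 RPKM, a ratio of 71.3 (16.95 to 528). *timm-17B.2* (IV, 8396648 to 8397954), a gene for a mitochondrial import protein that is on the second target list described next, was 25.5-fold higher (15.6 to 42.8), from 17.4 to 441.9 RPKM.

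Other GRTS genes that were at 0 in wild type and among the 10 highest ratios in *hrde-1* were F55B11.6 (26.3 RPKM, at least 5.84-fold higher, interval from 4.08), *gpx-8*, a glutathione peroxidase gene (24.9 RPKM, at least 8.79-fold, interval from 6.62), C40A11.8 (24.02 RPKM, at least 7.43-fold, interval from 5.53) and F55A3.6 (21.8 RPKM, at least 4.63-fold, interval from 3). F37D6.3 went from 0.81 to 45.7 RPKM, and its ratio of 56.4 rested on 1 read in wild type (9.56 to 2275). Genes on the list of germline nuclear RNAi-dependent heterochromatin (GRH) were higher by less, with a median of 0.27 (0.12 to 0.60) over 122 models, 33 higher and 3 lower (24 and 3 with an interval that excluded 1). This median was 0.14 with a stricter filter and 0.16 with values of 0 set to the 3-read floor. *fbxb-14*, an F-box gene on that list, was at 0 in wild type and at 21.7 RPKM in *hrde-1*, at least 11.2-fold higher (interval from 8.43). The 20 models on both lists had a median of 2.92, the 51 on the GRTS list alone 1.66, and the 102 on the GRH list alone 0.14. Both medians lay at the 100th percentile of 10000 expression-matched random lists, but both lists came from the authors' earlier work on *hrde-1*, so their direction in this library is not independent evidence.

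The GRTS median in *hrde-1* depended on how genes with few reads were treated. It was 0.91 with a pseudocount of 5 and 0.22 with no filter on low values. With values of 0 set to the 3-read floor, a setting chosen after the data were seen, it was 1.69. Some models, such as ZK262.8 and C03A7.2, counted as measured only through their value in *hrde-1*.

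**Figure D2:**
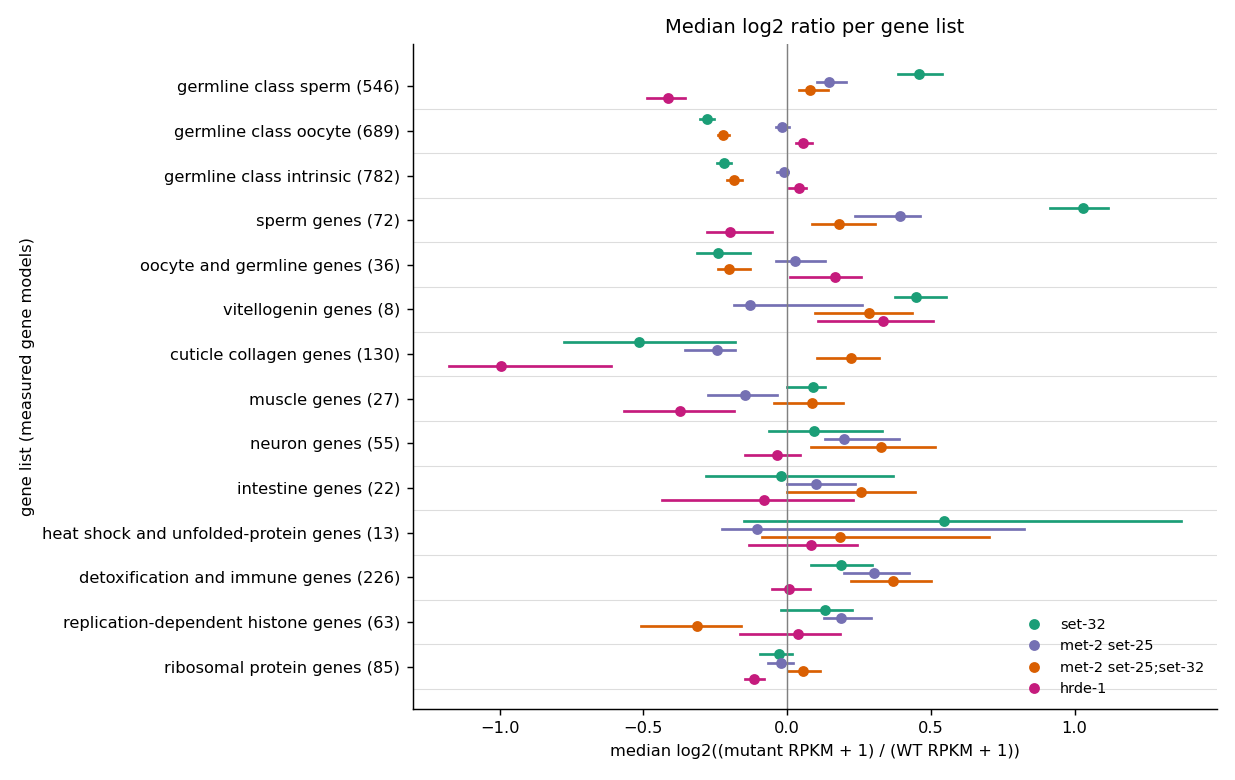
Median log2 ratio to wild type (horizontal axis) of the gene lists in the 4 mutants, with the interval of the median across genes as lines. The sperm gene median was 1.03 in *set-32*, and the collagen median was -0.99 in *hrde-1*.

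Across all models tested, 266 were at least 2-fold higher and 353 lower in *hrde-1*, and the lower side was led by cuticle collagen genes. Collagen genes had a median log2 ratio of -0.99 (-1.17 to -0.61), with 59 of 130 lower and 3 higher, percentile 0 among random lists, or -0.66 with a pseudocount of 5. Vitellogenin genes were higher in the same library, by a median of 0.33 (0.11 to 0.51) with 8 of 8 above 0, percentile 100 (0.13 against the other 4 libraries), and the stage of the animals was not tested. The adjacent genes *col-7* (I, 7401132 to 7402761) and *col-62* went from 59.6 to 4.90 RPKM and from 57.2 to 5.25 RPKM, 12.2-fold lower (6.31 to 30.2) and 10.9-fold lower (5.55 to 24.3). *col-161* went from 102.6 to 17.2 RPKM and *col-162* from 85.1 to 11.9 RPKM. With the median of the 4 other libraries as the reference *col-7* and *col-62* were at -1.77, which is closer to 0 because both were also lower in every other mutant. *srlf-3* went from 11.9 RPKM to 0, at least 5.07-fold lower (interval from 3.69). The remaining lowest genes, F28F9.3, H23N18.5, T19H5.7, C53C11.2, Y66C5A.1, *fipr-11* and C15H11.1, were at 0 in *hrde-1* with at most 8 reads in wild type. The intervals of T19H5.7, Y66C5A.1 and *fipr-11* start at 0.684 and include 1, so no difference was detectable there, and those of the others start at 1.08 to 1.27.

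Genes of the authors' sperm class were lower in *hrde-1*, with a median of -0.41 (-0.49 to -0.36) over 546 models, 35 lower and 7 higher (22 and 4 with an interval that excluded 1), or -0.20 with a pseudocount of 5, while muscle genes had a median of -0.37, with 26 of 27 below 0 and 0 past 2-fold. The innate immune response gene *irg-4* was 17.1-fold higher (10.54 to 30.2), from 6.86 to 117.1 RPKM. *clec-52*, of the C-type lectin family, went from 7.96 to 48.6 RPKM and *irg-5* from 2.00 to 14.5 RPKM. The detoxification and immune list as a whole had a median of 0.01, with 14 of 226 higher and 7 lower (12 and 4 with an interval that excluded 1), and its direction flipped to -0.26 against the other 4 libraries and to -0.00 after rescaling. *sosi-1* went from 0.16 to 11.7 RPKM, while *eri-6*, which overlaps it (I, 4457375 to 4469460), went from 13.2 to 3.43 RPKM. The counting strand is not stated, so values of overlapping genes are uncertain. Unchanged libraries simulated at these depths gave on average 170.7 higher and 170.8 lower models from counting error alone, and 149 of the higher and 203 of the lower models had a counting interval that excluded 1. The counts were 114 and 154 with a pseudocount of 5, 711 and 998 with no filter, and 75 and 117 with a stricter filter. In the test on simulated data for *hrde-1* over wild type, 81 unchanged models of both directions also passed the 2-fold rule with an interval that excluded 1.

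Comparing *set-32* with wild type asked what the loss of this methyltransferase alone does to messenger RNA. Sperm genes formed the group that was most clearly higher, with a median log2 ratio of 1.03 (0.91 to 1.12), 39 of 72 at least 2-fold higher and 0 lower, percentile 100. The summed RPKM of the 30 measured models of the major sperm protein (*msp*) family was 1234 in wild type and 2904 in *set-32*, 2.35 times as much, and copies of this family share reads. *ssp-35* was 7.02-fold higher (2.43 to 21.01) and *msp-3* 3.41-fold higher (2.13 to 5.91), from 24.1 to 82.4 RPKM. The authors' sperm class had a median of 0.46 (0.39 to 0.54) over 546 models, 79 higher and 2 lower (56 and 0 with an interval that excluded 1), or 0.23 with a pseudocount of 5. Without the *msp*, *ssp* and *nspd* families the class median was 0.40 (0.33 to 0.47) over 509 models, and that of the sperm list was 0.64 (-0.30 to 0.82) over 22 models, 2 of them at least 2-fold higher. Most of the 39 higher models of the list thus belong to these families, and the interval of its median treats their copies as separate genes.

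The authors' oocyte and intrinsic germline classes were slightly lower in *set-32*, with medians of -0.28 over 689 models and -0.22 over 782, and so were the preset oocyte and germline genes at -0.24, where 33 of 36 lay below 0 and none passed 2-fold. *him-3*, which encodes a meiotic chromosome axis protein, went from 129.3 to 73.3 RPKM. Vitellogenin (yolk protein) genes were higher by a median of 0.45 (0.38 to 0.55) over 8 models, as with *vit-5*, from 1488 to 2186 RPKM. Collagen genes were lower, with a median of -0.51 (-0.33 against the other 4 libraries), 43 of 130 lower and 3 higher, among them *col-180* (30.1 to 6.42 RPKM) and *col-7* (59.6 to 14.02 RPKM, but at -0.42 against the other 4 libraries). Heat shock and unfolded-protein genes had a median of 0.55 (-0.15 to 1.37) over 13 models (0.28 with a pseudocount of 5) with 3 higher, such as *hsp-12.3* (2.51 to 12.4 RPKM).

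GRTS genes in *set-32* had a median of 0.11 (0.00 to 0.39), at percentile 87.9, which flipped to -0.01 against the other 4 libraries, with 2 models higher (F37D6.4 and C46G7.5, 1 of them with an interval that excluded 1) and 1 lower (*col-157*). GRH genes had a median of -0.03 (-0.12 to 0.05), or 0.00 after rescaling, at percentile 37.0, with 8 higher and 4 lower (3 and 3 with an interval that excluded 1). *timm-17B.2* was the GRH gene with the largest ratio, 11.8-fold higher (7.16 to 20.03), from 17.4 to 204.3 RPKM, and the pseudogene B0391.10 went from 4.63 to 19.9 RPKM. Genes outside these lists with the largest ratios were the pseudogene K08C9.7 (I, 11495521 to 11496245), at 36.6 RPKM in *set-32* and 0 in the other 4 libraries, at least 15.7-fold higher than wild type (interval from 12.22), and F34H10.1, also at 0 in the others (36.4 RPKM, at least 5.64-fold, interval from 3.93). T22B7.7 was 13.5-fold higher (8.43 to 23.4), from 6.35 to 85.8 RPKM. C07G1.7 and F58D5.2 were at 0 in wild type and at least 5.48-fold and 4.75-fold higher (intervals from 3.93 and 3.34). On the lower side, the pseudogene F08B4.3 went from 18.6 RPKM to 0, at least 8.89-fold lower (interval from 6.73), C34F6.5 from 5.89 RPKM to 0, at least 3.25-fold lower (interval from 2.29), and *rgs-5*, a regulator of G protein signalling, from 9.31 to 0.28 RPKM (33.3-fold lower, 5.05 to 1226).

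In all, 423 models were higher and 216 lower in *set-32*, against simulated means of 138.9 and 142.4, and 289 and 122 had an interval that excluded 1. The counts were 179 and 85 with a pseudocount of 5, 273 and 117 against the other 4 libraries, 951 and 633 with no filter, and 161 and 69 with a stricter filter.

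The *met-2 set-25* double mutant was compared with wild type to ask what the other pair of methyltransferases contributes. A small set of genes was far lower in this library. *plk-3*, a polo-like kinase gene (IV, 7470860 to 7473209), had 134.0 RPKM in wild type, 109.7 in *set-32*, 5.33 in the double mutant, 109.9 in the triple mutant and 169.6 in *hrde-1*, 25.2-fold lower than wild type (16.42 to 42.2). *ztf-15*, a zinc finger gene, was 9.39-fold lower (5.59 to 16.13), and C49C3.7 went from 66.1 to 6.50 RPKM, 10.2-fold lower (5.59 to 21.2). The GRTS gene R03D7.2 was 18.8-fold lower (4.67 to 153.0), Y11D7A.7 was 11.7-fold lower (4.11 to 64.5), and the F-box pseudogene *fbxa-129* went from 9.92 RPKM to 0, at least 6.02-fold lower (interval from 4.45).

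F15D4.5, the GRTS and GRH gene, was 18.6-fold higher in the double mutant (9.15 to 44.0), and C38D9.2 was at 5.71 RPKM, at least 6.82-fold higher (interval from 4.83). Against the other 4 libraries F15D4.5 was at 0.51, because the triple mutant and *hrde-1* were also high. GRTS genes as a group had a median of 0.13 (0.00 to 0.39), at percentile 64.7, with 4 higher and 3 lower (3 and 1 with an interval that excluded 1). GRH genes had a median of -0.05 (-0.12 to 0.01), at percentile 0.10, with 3 higher (F15D4.5, F15D4.6 and Y48G1BL.4) and 7 lower, among them *rpb-4*, an RNA polymerase II subunit gene (123.5 to 54.4 RPKM), and R11A8.1 (15.2 to 2.92 RPKM). Of these, 1 higher and 5 lower models had an interval that excluded 1. The GRH genes not on the GRTS list had a median of -0.08 and 5 of the 7 lower models. F45E1.4 was at 0 in wild type and at least 5.11-fold higher (interval from 3.57), and *nssp-78* was at 0 in wild type with 9.36 RPKM here. Both were present in all 4 mutants and lost their direction against the other 4 libraries (-0.21 and -0.33).

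Detoxification and immune genes were higher in the double mutant by a median of 0.30 (0.20 to 0.43), or 0.18 against the other 4 libraries, with 27 of 226 higher and 2 lower (19 and 1 with an interval that excluded 1), among them *clec-166* (5 to 24.6 RPKM) and *clec-169* (5.18 to 23.6 RPKM). Sperm genes had a median of 0.39 (0.24 to 0.46), or 0.22 against the other 4 libraries, with 3 higher, 1 of them with an interval that excluded 1, and 1 lower (*spe-58*, from 6.48 RPKM to 0). The sperm class had a median of 0.15 (0.074 with a pseudocount of 5), with 17 higher and 6 lower (9 and 2 with an interval that excluded 1). Collagen genes had a median of -0.24 (-0.048 against the other 4 libraries), with 7 lower and 2 higher, and *col-7* went from 59.6 to 21.5 RPKM, but was at 0.45 against the other 4 libraries. The oocyte and intrinsic classes had medians of -0.02 and -0.01, which flipped to 0.10 and 0.07 against the other 4 libraries. In all, 334 models were higher and 162 lower, against simulated means of 148.2 and 153.7, so the lower count was within the range that counting error gives (at most 179), while 91 of the lower and 189 of the higher models had an interval that excluded 1. The counts were 98 and 63 with a pseudocount of 5, 944 and 531 with no filter, and 77 and 33 with a stricter filter. The higher count was 198 against the other 4 libraries. Part of the 91 and 189 models may be counting error, since 81 unchanged models of both directions had such an interval in the simulated test of *hrde-1*.

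The triple mutant asked whether losing all 3 methyltransferases releases the genes that depend on HRDE-1. The lists as a whole had medians of 0.00, while part of the genes higher in *hrde-1* were also higher here. GRTS genes had a median log2 ratio of 0.00 (-0.14 to 0.30), at percentile 18.02. Of the 71 models, 10 were higher (8 with an interval that excluded 1) and 0 lower. The mean was 0.32, with 30 models above 0 and 32 below. Others, such as F55B11.6 and ZK262.8, were at 0 in both libraries. To count as lower a model needs at least 5 RPKM in wild type, which many GRTS genes did not reach. GRH genes had a median of 0.00 (-0.08 to 0.10), at percentile 55.6, with 13 of 122 higher and 1 lower (T16G12.4). Of these, 9 and 1 had an interval that excluded 1. Of the 41 GRTS models that were higher in *hrde-1*, 10 were higher in the triple mutant, 4 in the double mutant and 1 in *set-32*, with medians of 0.00, 0.22 and 0.37. Of the 33 GRH models that were higher in *hrde-1*, 12 were higher in the triple mutant, 3 in the double mutant and 6 in *set-32*, with medians of 0.53, 0.09 and 0.40. The 41 and the 33 models were chosen against the same wild-type library, which may raise such medians. The 2 sets overlap, since W03H9.2, W03H9.3, *ife-5*, F15D4.5 and F49F1.7 are on both lists and count among both the 10 and the 12. C06A5.5 and its identical copy Y76G2A.1 count separately in the GRH numbers of *hrde-1*, *set-32* and the triple mutant. Among all 10112 models tested in the triple mutant, 380 were higher.

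F15D4.5 was the clearest member, at 55.6 RPKM, 24.8-fold higher in the triple mutant (12.4 to 58.2). C38D9.2 was at 8.44 RPKM, at least 10.1-fold higher (interval from 7.74), against 109.6 RPKM in *hrde-1*. W03H9.2 was at 0 in wild type and 9.60 RPKM in the triple mutant, at least 5.43-fold higher (interval from 3.90), close to its 9.06 RPKM in *hrde-1*. *timm-17B.2* was 6.52-fold higher (3.90 to 11.1), although its value was at 0.03 against the other 4 libraries because *set-32* and *hrde-1* were also high. *ife-5*, an eIF4E translation factor gene, had 10.98 RPKM in wild type, 25.6 in the triple mutant and 78.4 in *hrde-1*. GRTS genes such as F55B11.6 and *gpx-8* stayed at 0 in the triple mutant.

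**Figure D3:**
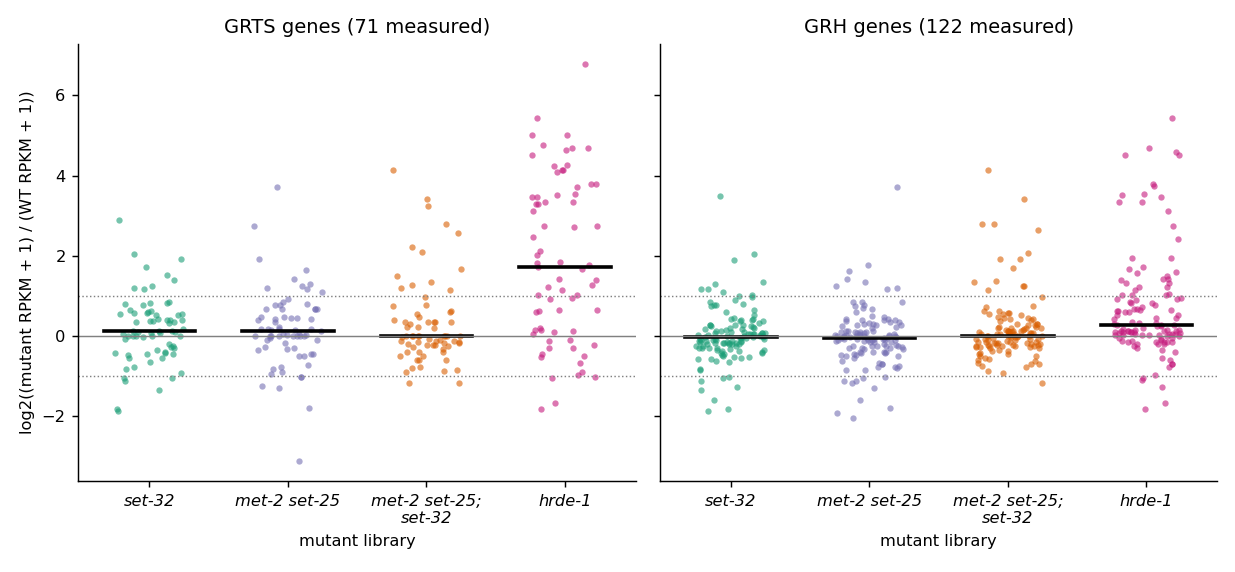
Log2 ratio to wild type of each measured GRTS and GRH model (points) in the 4 mutants, with medians as thick lines and 2-fold as dotted lines. The GRTS medians were 0.11 in *set-32* (-0.01 against the other 4 libraries), 0.13 in the double mutant, 0.00 in the triple mutant and 1.73 in *hrde-1*.

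Outside these lists, collagen genes in the triple mutant had a median of 0.22 (0.10 to 0.32), or 0.49 against the other 4 libraries, with 15 higher and 8 lower, so that *bli-2* went from 1.71 to 18.3 RPKM and *lon-3* from 2.99 to 14.1 RPKM, while *col-135* was 6.53-fold lower (3.99 to 11.3). Detoxification and immune genes were higher by a median of 0.37 (0.22 to 0.50), or 0.21 against the other 4 libraries, with 29 of 226 higher and 2 lower, including *clec-190* (5.43 to 27.2 RPKM), *clec-166* (22.3 RPKM) and the antimicrobial peptide gene *cnc-2* (2.41 to 17.1 RPKM). Neuron genes had a median of 0.33 (0.19 against the other 4 libraries), with 5 of 55 higher (1 with an interval that excluded 1), including the neuropeptide gene *flp-8* (3.92 to 15.7 RPKM). Replication-dependent histone genes had a median of -0.31 (-0.51 to -0.16), or -0.51 against the other 4 libraries, with 15 of 63 lower and 1 higher (4 and 0 with an interval that excluded 1), and mostly lack a poly(A) tail and share reads between copies. The oocyte and intrinsic classes had medians of -0.22 and -0.19, and the oocyte and germline genes a median of -0.20. The sperm class had a median of 0.08 (0.041 with a pseudocount of 5), and sperm genes 0.18, which flipped to -0.01 against the other 4 libraries.

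Other genes at 0 in wild type were ZK218.5 (at least 6.40-fold higher, interval from 4.80), F45E1.4 (at least 7.29-fold, interval from 5.48) and F08A8.8 (at least 4.46-fold, interval from 3.22). The aspartyl protease gene *asp-17* went from 6.66 RPKM to 0, at least 7.55-fold lower (interval from 5.59), C33G8.2 was 14.4-fold lower (4.54 to 72.9), and the noncoding RNA Y9D1A.1 was 6.71-fold lower (3.70 to 12.61). In all, 380 models were higher and 172 lower, against at most 147 and 140 in simulated libraries, and 238 and 91 had an interval that excluded 1. The counts were 131 and 54 with a pseudocount of 5, 222 and 72 against the other 4 libraries, 950 and 485 with no filter, and 92 and 37 with a stricter filter.

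**Figure D4:**
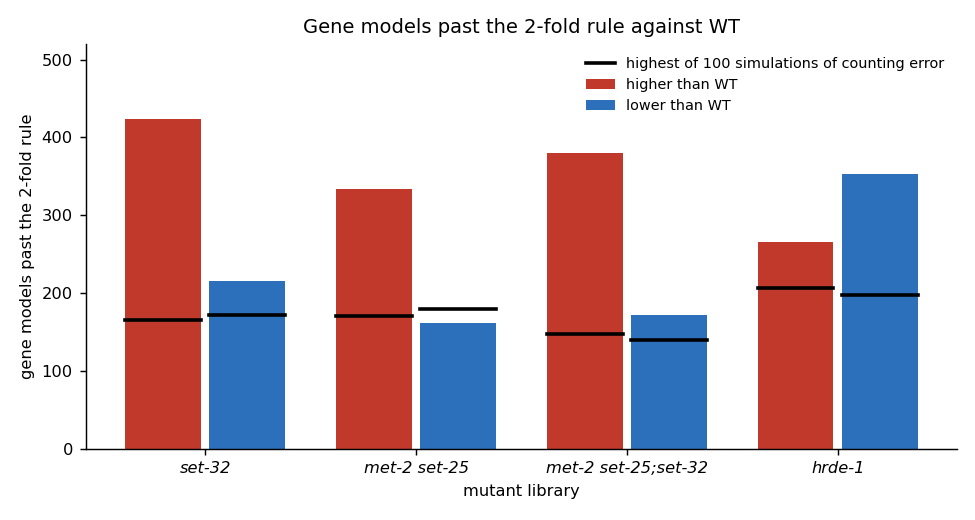
Number of gene models at least 2-fold higher or lower than wild type in each mutant (bars, from 0), with a line at the highest of 100 simulations of counting error alone. The counts of higher models ranged from 266 in *hrde-1* to 423 in *set-32*.

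*hrde-1* was also compared with the methyltransferase mutants directly, which leaves the wild-type library out. It does not remove the choice of genes, since both lists came from earlier *hrde-1* work and the filter uses a mean that includes *hrde-1*. Models such as ZK262.8 and C03A7.2 were at 0 in every library but *hrde-1* and could only be higher there. The direction at these genes is therefore not independent evidence. GRTS genes were higher in *hrde-1* than in the triple mutant, with a median log2 ratio of 1.30 (0.31 to 1.99), 37 of 71 at least 2-fold higher and 0 lower. The median was 1.44 over the double mutant, with 40 higher and 1 lower, and 1.16 over *set-32*, with 38 higher and 1 lower. GRH genes had medians of 0.23 over the triple mutant, 0.34 over the double mutant and 0.33 over *set-32*. The triple mutant over the double mutant had a median of 0.00 for GRTS genes, with 7 higher and 1 lower, and 0.08 for GRH genes, with 17 higher and 1 lower. Over *set-32* it was 0.00 for GRTS genes, with 9 higher and 1 lower, and 0.02 for GRH genes. The *hrde-1* over triple median was 0.31 with no filter on low values and 0.70 with a pseudocount of 5. Between whole libraries, 265 models were higher and 580 lower in *hrde-1* than in the triple mutant, 286 and 544 against the double mutant, and 265 and 600 against *set-32*. The triple mutant had 218 higher and 181 lower models than the double mutant, and 279 and 266 against *set-32*, and the double mutant had 321 and 366 against *set-32*.

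The direct counts also include counting error. Higher and lower models together came to 845 for *hrde-1* and the triple mutant, where simulated unchanged libraries gave at most 361, and 565 of them had an interval that excluded 1. For *hrde-1* the total was 830 against the double mutant (at most 430 simulated, 478 by interval) and 865 against *set-32* (403 and 542). The triple and double mutants were closest, with 399 models, where simulated libraries gave at most 303 and 216 had an interval that excluded 1. The triple mutant and *set-32* had 545 (298 and 336), and the double mutant and *set-32* 687 (375 and 423).

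The mutants shared some of these genes. Of the models higher than wild type, the double and triple mutants, which share *met-2* and *set-25* mutations, had 143 in common, including F15D4.5, C38D9.2 and *clec-166*, and *set-32* and the triple mutant had 106, including *timm-17B.2* and *clec-190*. *set-32* and *hrde-1* shared 101 lower models, including *col-7* and *col-62*. Among models tested in both comparisons, which hold fewer calls than the full counts of higher models, independent lists would share 6.5, 7.0 and 7.9. Simulated unchanged libraries against a shared simulated wild-type library shared on average 37.0, 35.1 and 41.6, at most 54, 50 and 64. For the other pairs of higher models, 74 were shared by *set-32* and the double mutant (5.8 if independent, 37.7 on average and at most 51 simulated), 62 by *set-32* and *hrde-1* (4.0, 38.5 and 53) and 79 by the triple mutant and *hrde-1* (3.6, 38.8 and 59). The double mutant and *hrde-1* shared 50 (2.6, 40.2 and 59), which lies within the simulated range.

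Of the lower models, 64 were shared by *set-32* and the triple mutant (3.8 if independent, 37.8 on average and at most 50 simulated), 56 by the double and triple mutants (2.8, 38.8 and 52) and 64 by the triple mutant and *hrde-1* (6.3, 38.3 and 53). Within the simulated range were the 51 shared by *set-32* and the double mutant (3.6, 42.2 and 54) and the 49 shared by the double mutant and *hrde-1* (5.9, 43.1 and 64). All 4 comparisons use the same wild-type library, which cannot be divided, so part of every overlap may come from that library. The simulated counts leave out models without a length, which the shared counts include. A small excess over the simulated maximum, as for 56 against 52, is therefore not like for like.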

Values the study reported

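By RNA polymerase II occupancy and pre-mRNA sequencing, assays other than the messenger RNA analysed here, the authors reported strong loss of silencing at GRTS loci in *hrde-1*, with median ratios to wild type of 4.52 and 4.85. For the triple methyltransferase mutant the authors gave a median pre-mRNA ratio of 0.93 at GRTS loci and 0.68 at GRH loci, and median polymerase II ratios of 1.46, described as a modest increase, and 1.07, with GRH loci named in both places. The authors' median H3K9me3 ratios at GRH loci were 0.21 in *set-32*, 0.25 in the double mutant and 0.15 in the triple mutant, and 0.17 in *hrde-1*. At GRTS loci they were 0.23, 0.20, 0.13 and 0.38 in the same order. By messenger RNA sequencing, the authors described GRTS and GRH loci as activated in *hrde-1* and as not de-silenced in the triple mutant. For that statement the paper cites a boxplot of each group of genes, without a printed ratio. The paper also gave scatter plots of mutants against wild type, with messenger RNA plotted by gene. From these and its other assays it reported no link between H3K9me3 loss and de-silencing in most H3K9me3-enriched regions. The counts of single models past 2-fold given here are a different measure from the boxplot.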

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

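The gene groups given first stood out because their median ratios to wild type lay on opposite sides of 0 in different mutants. The tests of the 3 patterns that follow were chosen after the results were seen.

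The authors' sperm class had its highest median log2 ratio in *set-32* (0.46) and its lowest in *hrde-1* (-0.41), and the preset sperm genes likewise (1.03 and -0.20). The oocyte class went the other way, with 0.056 in *hrde-1* and -0.28 in *set-32*, as did the intrinsic class (0.042 and -0.22) and the preset oocyte and germline genes (0.17 and -0.24). Collagen genes had 0.22 in the triple mutant and -0.99 in *hrde-1*, and muscle genes 0.089 in *set-32* and -0.37 in *hrde-1*. Replication-dependent histone genes had 0.19 in the double mutant and -0.31 in the triple mutant, and ribosomal protein genes 0.057 in the triple mutant and -0.12 in *hrde-1*. The ribosomal values in the triple mutant and *hrde-1*, the muscle value in *set-32* and the intrinsic class value in *hrde-1* lay within the central 95% of expression-matched random lists (percentiles 33.8, 3.33, 91.0 and 95.3). None of these differences between mutants was tested, since each group had 1 library.

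Sperm genes were higher in *set-32*, and the collection of younger animals, a low wild-type value and the loss of *set-32* itself were weighed. A low wild-type library was argued against, since sperm genes in *set-32* were higher by 0.98 (0.82 to 1.06) than the median of the other 4 libraries. Younger animals stayed open, because vitellogenin genes, which come on with oocyte growth, were higher in *set-32* by a median of 0.45 (0.38 to 0.55), while the oocyte class was lower (-0.28) and so were the oocyte and germline genes (-0.24). If the loss of *set-32* had the same effect with or without *met-2* and *set-25*, the triple mutant would show it too, but the sperm gene median there was 0.18 (0.09 to 0.31), which leaves open an effect that depends on those genes. Other differences between the animals collected for single libraries were not tested.

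A set of genes including *plk-3*, *ztf-15* and C49C3.7 was far lower in the double mutant. Counting error was argued against, because 25 models, the targeted *met-2* among them, had an upper counting bound of the ratio below 0.5 where simulated unchanged libraries of 20133 models gave 0.28 on average and at most 2. The loss of *met-2* and *set-25* could act on these genes, but their median log2 ratio in the triple mutant, which carries the same mutations, was -1.01 (-1.59 to -0.59) against -2.32 in the double mutant, and 13 of the 25 were lower there. That median covers unlike genes. In the triple mutant *plk-3* was at -0.28, *ztf-15* at -0.12 and C49C3.7 at -0.63, while *met-2* was at -2.21 and *col-135* at -2.39. The 25 models had medians of -0.45 (-0.98 to -0.26) in *set-32*, with 7 lower, and -0.15 in *hrde-1*, with 7 lower and 2 higher, although neither carries the *met-2* and *set-25* mutations. Part of the value in the triple mutant may therefore come from a high wild-type value in genes chosen against that library. A variant carried by the double mutant strain, which was not tested, and an effect of the mutations that depends on *set-32* stay open.

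*timm-17B.2* and F15D4.5 were split between the methyltransferase mutants, the former higher in *set-32* and not in the double mutant, the latter higher in the double mutant and not in *set-32*, and both higher in the triple mutant. Counting error was argued against at each, since the lower bounds of the ratio between the 2 libraries were 11.1 for *timm-17B.2* and 11.3 for F15D4.5. Reads shared with the paralog *timm-17B.1* were argued against, because that gene was not higher in *set-32* (upper bound of the ratio 1.18). Whether the split is part of a wider one remained open, because 5 further GRTS or GRH models showed it (M116.2 beside *timm-17B.2*, B0391.10, C06A5.5 with its identical copy Y76G2A.1, C38D9.2 and Y48G1BM.6, named after their values were seen), where random lists gave a median of 2 and had 6 at the upper end of their central 95%. These genes may therefore depend on different methyltransferases, or each strain may carry its own variant near them.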

How the results depend on the processing

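The floor of 3 reads in place of the pseudocount and the use of a single model per gene were chosen after the data were seen, while the other settings were planned. A median counted as kept when it stayed within the interval of the reported median, and as reversed when it changed sign and that interval excluded 0. A gene counted as kept when it stayed within its counting interval (or moved by no more than 0.5 of its value where none was known), and as reversed when it was past 2-fold and changed sign. GRH medians were kept in 32 of 32 values (1 with the opposite sign), GRTS medians in 29 of 32 (1 with the opposite sign), the *hrde-1* over triple GRTS median in 6 of 7, list medians in 344 of 400 (54 moved, 2 reversed, 16 with the opposite sign in all) and named genes in 1564 of 1748 (180 moved, 4 reversed). Counts past 2-fold stayed within 1.5 times in 28 of 64 values, shared counts in 35 of 96 and counts of the direct comparisons between mutants in 37 of 84. No paired analysis was possible because each group has 1 library. The settings for genes marked by H3K9me3 enrichment were not run, since these genes were not analysed here. Where a cause is not given, the cause was not tested. Libraries are given in the order *set-32*, double mutant, triple mutant, *hrde-1*.

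With a pseudocount of 5, which by construction shrinks ratios of genes with few reads, the higher and lower counts were 179 and 85, 98 and 63, 131 and 54, and 114 and 154. The GRTS median in *hrde-1* was 0.91. The sperm class had 0.23, 0.074, 0.041 and -0.20, the intrinsic class in *set-32* had -0.19, detoxification and immune genes 0.19 in the double and 0.22 in the triple mutant, and X-linked genes 0.076, 0.0745 and 0.0655 in the methyltransferase mutants. With a pseudocount of 0.1 the sperm class had 0.58 in *set-32*, 0.21 in the double mutant and -0.55 in *hrde-1*, and in the double mutant fast-changing families had 0.20 and X-linked genes 0.14, while 76 lower models were shared by the double mutant and *hrde-1*.

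With no filter on low values, which lets in genes with a few reads, the counts were 951 and 633, 944 and 531, 950 and 485, and 711 and 998. The GRTS median was 0.22 in *hrde-1* and 0.31 for *hrde-1* over the triple mutant. With a stricter filter, which tests fewer genes, they were 161 and 69, 77 and 33, 92 and 37, and 75 and 117. With a counting interval that excludes 1, fewer models qualify by construction, namely 122 lower in *set-32*, 189 and 91 in the double mutant, 238 and 91 in the triple mutant, and 149 and 203 in *hrde-1*.

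With the median of the 4 other libraries as the reference, the counts were 273 and 117 in *set-32*, 198 higher in the double mutant, and 222 and 72 in the triple mutant. The directions of sperm genes in the triple mutant (-0.0102), detoxification and immune genes in *set-32* (-0.028), *nssp-78* in the double mutant (-0.33) and *hrde-1* (-0.077), F45E1.4 in the double mutant (-0.21) and *col-7* in the double mutant (0.45) reversed, and the GRTS median in *set-32* was -0.0083. For the 3 genes the cause lies in the construction, since the other mutants shared their difference from wild type. The oocyte class had -0.23, 0.10, -0.18 and 0.18, the intrinsic class -0.17, 0.0735, -0.13 and 0.13, X-linked genes 0.073, 0.054, 0.058 and -0.12, and the sperm class in *hrde-1* -0.57. In *hrde-1* nuclear RNAi genes had 0.27, other small-RNA genes 0.21, sperm genes -0.52, neuron genes -0.23 and detoxification and immune genes -0.26. In the double mutant sperm genes had 0.22, vitellogenin genes -0.37, collagens -0.048, neuron genes 0.12 and detoxification and immune genes 0.18. In the triple mutant collagens had 0.49, detoxification and immune genes 0.21 and fast-changing families -0.064, and in *set-32* vitellogenin genes had 0.36.

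After rescaling by 1.04, 0.970, 1.03 and 0.992, the oocyte class had -0.23, -0.061 and -0.19 in the methyltransferase mutants, the intrinsic class -0.17, -0.053 and -0.15, and X-linked genes 0.16, 0.089 and 0.14. Muscle genes in *set-32* had 0.14, and ribosomal protein genes 0.023 in *set-32* and -0.065 in the double mutant. This follows from the factors.

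With the 4 other libraries as the reference, each mutant's reference holds the other mutant of the pair, so shared differences are lost by construction and these counts say nothing about the wild-type library. Shared counts are given in the order *set-32* with the double, the triple and *hrde-1*, the double with the triple and *hrde-1*, and the triple with *hrde-1*. The higher models shared were 19, 30, 17, 44, 12 and 20 with a pseudocount of 5, 282, 330, 248, 378, 203 and 260 with no filter, 11, 27, 14, 34, 8 and 13 with the stricter filter, 29, 60, 29, 83, 20 and 39 with an interval that excludes 1, and 8, 15, 9, 48, 8 and 24 against the other 4 libraries. The lower models shared were 16, 23, 43, 20, 17 and 17 with a pseudocount of 5, 208, 203, 287, 189, 223 and 225 with no filter, 8, 17, 45, 14, 10 and 20 with the stricter filter, 22, 30, 54, 27, 21 and 27 with an interval that excludes 1, and 7, 9, 30, 12, 8 and 4 against the other 4 libraries. At 5 RPKM a 1-kb gene stood on 9.02 reads in *hrde-1* and 14.5 in the triple mutant, so depth limits what 2-fold differences in genes near that level can show.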

Other observations

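Genes of chromatin and small-RNA pathways differed little. The histone methyltransferase genes had median log2 ratios of -0.21 in *set-32*, -0.11 in the double mutant (0.04 against the other 4 libraries), -0.21 in the triple mutant and 0.06 in *hrde-1*, and besides the targeted *met-2* and *set-32* none of the 19 passed 2-fold. The targeted *set-25*, with an RPKM ratio of 0.494 in the triple mutant, was at -0.94 on the log2 scale with the pseudocount. Within that list *set-23* went from 34.3 to 17.8 RPKM in the double mutant. Polycomb and heterochromatin partners had medians of -0.11, 0.15, -0.21 and 0.25 in the same order, nuclear RNAi genes -0.20, 0.09, -0.16 and 0.14, and other small-RNA genes -0.21, 0.01 (-0.03 after rescaling), -0.09 and 0.09, none past 2-fold. Among the small-RNA genes the Argonaute genes *ppw-2* and *wago-4* went from 33.7 to 49.8 RPKM and from 44.2 to 63.9 RPKM in *hrde-1*, the transporter gene *sid-1* from 21.4 to 12.4 RPKM in the double mutant, and the Piwi gene *prg-1* from 98.8 to 135.4 RPKM in the triple mutant.

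The remaining medians of somatic groups, given here, were smaller in size than those of the collagen genes in *hrde-1* and *set-32* described above. Detoxification and immune genes in *set-32* had a median of 0.19 (-0.03 against the other 4 libraries), where *clec-266* went from 14.98 to 72.98 RPKM. Neuron genes had 0.09 in *set-32*, 0.20 in the double mutant and -0.03 in *hrde-1*, and *flp-8* was at 19.8 RPKM in *set-32* against 3.92 in wild type. Intestine genes had -0.02 in *set-32* (0.01 after rescaling), 0.10 in the double mutant, 0.26 in the triple mutant and -0.08 in *hrde-1*. The metallothionein gene *mtl-2* was 2.87-fold higher in *set-32* (2.09 to 3.99), and the cathepsin B-like protease genes *cpr-6* and *cpr-5* went apart there, from 526.8 to 1059 RPKM and from 304.5 to 148.8 RPKM. Muscle genes had 0.09 in *set-32*, -0.15 in the double mutant and 0.09 in the triple mutant, and *mup-2*, a troponin T gene, went from 330.1 to 193.3 RPKM in *hrde-1*. Vitellogenin genes had -0.13 in the double mutant and 0.29 in the triple mutant, and heat shock genes -0.10, 0.18 and, in *hrde-1*, 0.08 (-0.06 against the other 4 libraries). The oocyte and germline genes had 0.03 in the double mutant (-0.02 after rescaling).

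Histone genes had medians of 0.13 in *set-32* and 0.04 in *hrde-1* (-0.04 against the other 4 libraries), and ribosomal protein genes -0.03 in *set-32* (0.02 after rescaling) and -0.02 in the double mutant, although *rpl-27* was at 3931 RPKM in wild type and between 2559 and 2730 RPKM in the mutants. Fast-changing families had -0.04 in *set-32*, 0.14 in the double mutant, 0.02 in the triple mutant (-0.06 against the other 4 libraries) and 0.01 in *hrde-1* (-0.00 after rescaling). In that list the F-box gene *fbxb-97* was 19.3-fold higher in *hrde-1* (5.65 to 190.2), and *fbxa-192* had 9.95 RPKM in wild type, 1.5 in *set-32*, 0.80 in the double mutant, 2.01 in the triple mutant and 14.7 in *hrde-1*. X-linked genes had medians of 0.12, 0.12, 0.10 and -0.02 over 1855 models, against -0.04, 0.05, -0.02 and -0.00 for 11498 autosomal models.

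The paper's *hrde-1* ratios at GRTS loci come from polymerase occupancy and pre-mRNA, and the median messenger RNA fold of 3.31 found here is a different measure. It also covers only the 71 of 121 GRTS models that passed a filter on a mean that includes *hrde-1*, with 1 RPKM added to each value. Without that filter the median was much lower, as given above. The paper also compared messenger RNA at these loci, in a boxplot for which its text prints no ratio.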
